# Can Zipf's law be adapted to normalize microarrays?

**DOI:** 10.1186/1471-2105-6-37

**Published:** 2005-02-23

**Authors:** Tim Lu, Christine M Costello, Peter JP Croucher, Robert Häsler, Günther Deuschl, Stefan Schreiber

## Abstract

**Background:**

Normalization is the process of removing non-biological sources of variation between array experiments. Recent investigations of data in gene expression databases for varying organisms and tissues have shown that the majority of expressed genes exhibit a power-law distribution with an exponent close to -1 (i.e. obey Zipf's law). Based on the observation that our single channel and two channel microarray data sets also followed a power-law distribution, we were motivated to develop a normalization method based on this law, and examine how it compares with existing published techniques. A computationally simple and intuitively appealing technique based on this observation is presented.

**Results:**

Using pairwise comparisons using MA plots (log ratio vs. log intensity), we compared this novel method to previously published normalization techniques, namely global normalization to the mean, the quantile method, and a variation on the loess normalization method designed specifically for boutique microarrays. Results indicated that, for single channel microarrays, the quantile method was superior with regard to eliminating intensity-dependent effects (banana curves), but Zipf's law normalization does minimize this effect by rotating the data distribution such that the maximal number of data points lie on the zero of the log ratio axis. For two channel boutique microarrays, the Zipf's law normalizations performed as well as, or better than existing techniques.

**Conclusion:**

Zipf's law normalization is a useful tool where the Quantile method cannot be applied, as is the case with microarrays containing functionally specific gene sets (boutique arrays).

## Background

DNA microarrays have become a widely used biotechnology for assessing expression levels of tens of thousands of genes simultaneously in a single experiment [1,2]. Whether microarrays are being used for global tissue profiling or for differential expression studies, data normalization is an essential preliminary step before statistical analysis methods can be applied. The purpose of all normalization techniques is to transform the data to eliminate sources of variability stemming from experimental conditions, leaving only biologically relevant differences in gene expression for subsequent analysis. Normalization can be divided into two stages, intra-array normalization and inter-array normalization. Intra-array normalization deals with variability within a single array caused by factors such as differences in print-tip characteristics, channel differences in two-dye systems, and spatial heterogeneity across the array surface [3-5] and should be carried out using accepted methods before inter-array normalization is applied. This paper assumes intra-array normalization has been performed and presents an inter-array normalization method for comparison of gene intensity levels between multiple microarrays to deal with variation caused by such factors as differences in RNA isolation efficiency, labeling efficiency, hybridization conditions, exposure times, and detection efficiencies.

It is now clear that simple inter-array normalization techniques, such as simple scaling to housekeeping genes or normalizing to a global mean, are not adequate for microarray data [6]. Housekeeping genes have been found to be more susceptible to modulation than previously thought [7]. Along with others [5], this paper underscores the potentially serious drawbacks of the global mean and other such methods. Recent literature has thus provided a plethora of more sophisticated normalization and analysis techniques as researchers struggle to cope with the task of microarray data analysis, some of which include maximum likelihood analysis [5], centralization [6], principal component analysis [8], analysis of variance [9] and Bayesian network analysis [10].

Analysis of publicly available large-scale SAGE gene expression data sets [11,12] and an intra-phyletic survey of genome wide Affymetrix microarray experiments [13] have indicated that the large majority of expressed genes exhibited power-law distributions, while some microarray expression data exhibit a more log-normal distribution [14]. Our normalization procedure was inspired by the observation that the intensities measured on our microarray system also followed a power law distribution and can therefore be described by a simple mathematical model. Zipf's law [15] is a power law function that states that the magnitude of an intensity measurement (*y*) is inversely proportional to the rank (*r*) of that data point in the data set,

*y*∝*r*^*c *^    (1)

where *c *is a coefficient close to -1. Our microarray data can be classified as a generalized form of Zipf's law because the coefficient (*c*) is not always close to -1 and, in fact, varies between individual microarrays, making simple linear normalization procedures, such as global normalization to the same mean, inappropriate. However, the normalization procedure proposed here demonstrates that by taking Zipf's law into account, it is possible to apply a simple intra-array normalization procedure such that all filters have the same coefficient *c *and proportionality.

We demonstrate the Zipf's law based normalization technique on microarray data sets representing both single channel and two channel technologies. In the single channel category, we produced two radio-labeled, nylon membrane based cDNA data sets, one commercial and one generated "in-house". Both systems contain a selection of genes chosen without regard to functional or pathway considerations, which make them especially appropriate for normalization using Zipf's law. These data sets were also normalized to a global mean (the mean of all microarrays) [16], and the quantile normalization method [17]. In addition we produced a two channel, fluorescently labeled, glass slide, oligo-based microarray data set generated 'in-house'. This microarray can be classified as a 'boutique' microarray because it consists of a selection of genes involved in apoptosis. This data set was normalized with a variant of the Zipf's law normalization method that uses a subset of the distribution as a proxy for normalizing the entire microarray. A comparison was then conducted against a variant of the loess normalization method that uses an *a priori *selection of 'housekeeping' genes as a proxy for normalization.

The finding that our microarray data distributions conform to a power law distribution agrees with predictions based on genome wide gene expression studies [11-13], however Hoyle, *et. al. *[14] observed that microarray distributions were log normally distributed with possible power law tails. To investigate this discrepancy, and to verify that our normalization technique could be useful in the normalization of data sets from other microarray systems, we also surveyed publicly available data sets from the NCBI Gene Expression Omnibus [18].

The two assumptions upon which the normalization method are based are the same as those used in other normalization methods [5,6], namely that in comparisons between similar tissues or cell lines under different experimental conditions i) most genes are not, or only moderately, regulated, and ii) approximately equal numbers of genes are up regulated as down regulated. Systems which conform to these two assumptions will be referred to as 'well-behaved' in this paper. While these assumptions probably hold for microarrays derived from a diverse sampling of genes, for example an EST library survey, they may not hold for microarrays containing genes specifically selected based on function or pathway (so called 'boutique' microarrays) as it is likely that most genes will be affected by the experimental treatments. One way to circumvent the restrictions resulting from these assumptions is to use a subset of data, or proxy, from the boutique array data set which fulfils the 'well-behaved' criteria. In developing a boutique microarray normalization technique, Wilson et. al. [4] have devised a method for selecting a subset of genes within a microarray data set that have low variation between arrays and are well representative of the spectrum of intensities measured on the microarray. They term this *a priori *selected subset 'housekeeping' genes, however it should not be confused with the *a posteriori *set of genes typically envisioned when the term is used. Another possible proxy that could meet the 'well-behaved' criteria are control spots which are included on the microarray during it's manufacture. We tested our normalization method on data from a two channel boutique microarray experiment using two types of control spots as proxies for normalization (Positive and negative internal controls, and housekeeping genes). The Zipf's law normalization methods were then compared with the variant of the loess method developed by Wilson et. al. [4] using housekeeping genes.

## Results

### Verifying Zipf's Law

Before applying the described normalization method, the adherence of the reference curve (the median gene intensity data versus rank) to Zipf's law was verified. The most common method of verifying conformity to Zipf's law is a linear regression on the log_e_-log_e _transformed data set. 

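Of the 39 rat brain microarrays of data set B, 5 were analysed here. By their labels, 4 were probed with cerebellum of rats treated with harmaline, a plant alkaloid that excites neurons of the inferior olive and causes tremor, and 1 with cerebellum of a control rat. Radio-labeled cDNA was hybridized to Clontech Atlas Rat nylon membranes, and the spots were read from phosphoimager scans. The deposited values are the spot intensities on a linear scale, without background subtraction or normalization, and cover 597 spots with 0 missing values. The median intensity was 67 for harmaline replicate 1, 31.95 for replicate 2, 18.75 for replicate 3, 19.05 for replicate 4 and 24 for the control array. The same 5 columns stand in Additional file 7, where each of the 597 spots matched a location with a difference in log_e intensity of at most 2.98e-08. Their column codes there were read as control or treated (C or T) followed by cerebellum or olive (C or O). The codes are CO, CC, TO and TO for harmaline replicates 1 to 4 and CO for the control array. Of the 5 codes, 0 match the deposited condition in both tissue and treatment. The treatment letter alone matches for harmaline replicates 3 and 4 and the control array. The arrays were therefore pooled over condition, as the paper does when it compares normalizations, and no direction was taken from a label. The paper's text does not say whether these are the 5 microarrays of Fig. 3 and Additional file 1.
Genes were ranked by their median intensity over the 5 arrays, with rank 1 for the highest. For the global mean method the mean log_e intensity of each array was subtracted, and the mean over arrays was added back. For the quantile method the value at each rank was replaced by the median over arrays at that rank. For the Zipf's law method each log_e intensity was multiplied by the ratio of the median line to the line of its own array at that rank. The 10 pairs that 5 arrays allow share arrays and are not independent, so the SD over pairs describes their spread and no test was made over them. The small number of arrays limits the precision of every value.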

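For the 5 rat brain arrays, the regression of log_e median intensity on log_e rank gave a slope of -0.848 and a correlation coefficient of -0.996. The correlation is across spots, which are not independent replicates. The residual SD of the medians around the line was 0.0735 log_e units. On the same median ranks, the slopes of the single arrays were -0.984, -0.697, -0.521 and -0.877 for harmaline replicates 1 to 4 and -1.16 for the control array (SD 0.248, n = 5). With each array left out in turn, the slope of the median curve lay between -1.03 and -0.754, and its correlation coefficient between -0.998 and -0.988. Subtraction of the 5th percentile of each array, which left 493 spots, moved these values most, to a slope of -1.47 and a correlation coefficient of -0.951.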

Our regression showed a good fit, with a correlation coefficient of -0.98 and a slope of -0.56 for microarrays representing human colon (Figure 1a, Figure 6A, Table 1 set A), a correlation coefficient of -0.99 and a slope of -0.78 for rat brain microarrays (Figure 6B, Table 1 set B), and a correlation coefficient of -0.99 and a slope of -0.60 for the mouse apoptosis microarrays (Figure 6H, Table 1 set H). It should be noted that while the low ranking intensities may show a marked deviation from the regression line, this data typically accounts for a very small proportion of the total data and does not have a large affect on the regression curves.

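In the 5 rat brain arrays, the spots of ranks 1 to 10 made up 1.68% of the spots. Their median intensities lay between -0.237 and 0.675 log_e units from the regression line, with the highest value at rank 1 and a mean of 0.198. Without these 10 spots, the slope was -0.826 and the correlation coefficient was -0.997. This shift in slope is smaller than the spread of the slopes between arrays.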

### Normalization results – single channel microarrays

A comparison of the Zipf's law normalization method to the simple method of setting all arrays to a global mean (the mean of all microarrays) and to the quantile method was conducted on the single channel microarray data sets. Five human Unigene microarrays from the panel of thirty-two microarrays used in the sigmoidal colon experiments were selected to represent the greatest variability in pre-normalized data observed in the experiment (Figure 1b). Normalization to a global mean (Figure 1c) yielded data sets that displayed a higher variability in the coefficient *c *of the Zipf's power function (formula 1) than that observed after normalization by the Zipf's law method (Figure 1e) or the quantile method (Figure 1d). The Zipf's method showed the lowest variation in the Zipf's exponent and had the lowest spread of the data around the ln(rank) vs. ln(intensity) line. Results of an identical log_e _intensity versus log_e _rank plot comparison in Clontech rat microarrays showed little difference between the quantile and Zipf's methods [see Additional file 1]. However it should be mentioned that this method of data plotting provides one view of the data which is especially favorable to the Zipf's law normalization method. 

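The slopes of the 5 arrays had the same spread before and after the global mean method, since the subtraction of a constant from each array cannot change a slope. After the quantile method the slope was -0.834 ± 0.00666 (SD, n = 5), and after the Zipf's law method -0.853 ± 0.00620 (SD, n = 5). The Zipf's law method fits its lines on these same ranks, so nearly equal slopes after it follow largely from its construction. With each array left out in turn, the SD of the slopes lay between 0.00716 and 0.0228 after the quantile method and between 0.00330 and 0.0111 after the Zipf's law method. The difference between these SDs rests on 5 arrays, and its order changed with the ranks used. Fitted on the own ranks of each array, the SD of the slopes was 0 after the quantile method, by construction, and 0.0136 after the Zipf's law method. With the reference curve taken from all arrays of Additional file 7, it was 0.0131 after the Zipf's law method. The residual SD of an array around its own line was 0.246 ± 0.0507 log_e units (SD, n = 5) in the raw data, 0.241 ± 0.0214 after the quantile method and 0.240 ± 0.0493 after the Zipf's law method. These differences are smaller than the spread between arrays, and the residual SD was lower under the Zipf's law method than under the quantile method on 3 of the 5 arrays.

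**Figure D1:**
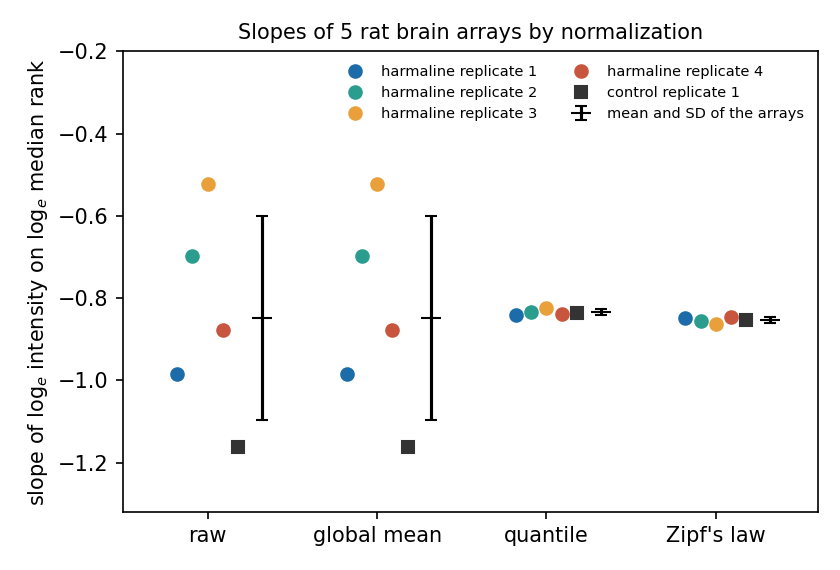
Slope of log_e intensity on log_e median rank for each of the 5 rat brain arrays in the raw data and after each normalization, with arrays named by their deposited labels; bars give the mean and SD of the 5 arrays. The slopes lie between -1.16 and -0.521 in the raw data and after the global mean method, and between -0.863 and -0.823 after the other methods. The Zipf's law method is fitted on the same ranks, so its narrow range follows largely from its construction.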

Next we examine the results of the MA-plots, a technique that is especially favorable to the quantile normalization method.

In order to access the effectiveness of the normalization method, pairwise comparisons using MA-plots (sometimes called RI plots, or log ratio vs. log mean intensity plots) [19] were carried out on the raw data, and data normalized with the global mean method, quantile normalization and Zipf's law on both data set A & B (Figure 2 &3 respectively). With the raw data, the distribution of log-intensity ratios is not centered around zero which is as expected in an un-normalized data set. 

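In the raw data of the 5 rat brain arrays, the mean log2 ratio of a pair lay 0.97 ± 0.70 from zero (SD, n = 10 pairs), with 0.08 for the pair nearest to zero and 2.12 for the pair farthest from it. On average 25.5% of the spots of a pair had a log2 ratio within 0.5 of zero, and the lowest share was 0%. The mean squared log2 ratio was 1.86, and ran from 0.437 to 5.11 over the 10 pairs. Without harmaline replicate 1, the brightest of the 5 arrays, the pairs lay 0.49 from zero, 41.1% of the spots lay within 0.5 of zero and the mean squared log2 ratio was 0.867.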

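A lowess curve of log2 ratio on log mean intensity (span of 2/3, 3 robust iterations) was fitted to each pair of raw rat brain arrays. The SD of the fitted values over the spots of a pair, which is 0 for a flat curve, was 0.49 ± 0.26 (SD, n = 10 pairs), and lay between 0.20 and 1.01. In the 10% of spots with the lowest log mean, the fitted curve lay 0.90 ± 0.60 from zero. In the 10% with the highest log mean it lay 1.73 ± 1.00 from zero (SD, n = 10 pairs each).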

There is a noticeable intensity dependent effect, sometimes described as a 'banana' curve, which is characteristic of many microarray data sets. 

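After the global mean method, the mean log2 ratio of each pair of rat brain arrays was 0 by construction. The mean squared log2 ratio was 0.474 ± 0.328 (SD, n = 10 pairs), and it cannot lie above that of the raw data, since centring removes the offset from it. The share of spots with a log2 ratio within 0.5 of zero was 58.4% ± 23.1 (SD, n = 10 pairs), and was above that of the raw data in 8 of 10 pairs. Spots below the median log mean of their pair had a mean absolute log2 ratio of 0.44 ± 0.21, and spots above it 0.60 ± 0.22 (SD, n = 10 pairs each). The former was the larger in 0 of 10 pairs. When the arrays were instead centred on their mean intensity without logs, these values were 1.07 ± 0.58 and 0.54 ± 0.17. The former was the larger in 9 of 10 pairs. Centred on the median of log_e intensity, they were 0.29 ± 0.098 and 0.73 ± 0.31, and the former was the larger in 0 of 10 pairs.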

Normalization with the global mean method results in a shift of the center of the log-intensity ratio distribution closer to zero, one important criterion for well normalized data, however, especially in the low log mean range, the bulk of the data points still deviate appreciably from zero. The intensity dependent effect is evident, with the low intensity end of the loess fit curving away from the zero axis. 

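In the rat brain pairs centred on mean log_e intensity, the lowess curve lay 0.53 ± 0.29 from zero in the 10% of spots with the lowest log mean, 0.16 ± 0.09 in the middle 10% and 0.95 ± 0.52 in the highest 10% (SD, n = 10 pairs each). It lay farther from zero at the low end than in the middle in 10 of 10 pairs. The shift of each array leaves the shape of the curve as it was.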

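With quantile normalized rat brain arrays, the SD of the lowess curve was 0.030 ± 0.0097 (SD, n = 10 pairs), and it was below that of the raw data in 10 of 10 pairs. The curve lay 0.0075 ± 0.0048 from zero in the 10% of spots with the lowest log mean, 0.060 ± 0.031 in the middle 10% and 0.044 ± 0.027 in the highest 10%. The share of spots within 0.5 of zero was 82.1% ± 4.83, and the mean squared log2 ratio was 0.194 ± 0.0495 (SD, n = 10 pairs each), which was below the value of the global mean method in 9 of 10 pairs. The subtraction of the 5th percentile of each array gave the largest SD of the lowess curve among the alternatives, 0.065.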

The intensity dependent effect is removed using the quantile method. The log intensity ratios of the data distributions normalized using Zipf's law are well centered around zero, but the intensity dependent effect is still apparent. In this case however, the bulk of the data lies very close to zero on the log-ratio scale. [see Additional file 2] This is due to the fact that Zipf's law normalization not only shifts the data distribution on the log ratio scale, but also rotates the whole distribution in log-ratio log-intensity space.

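The mean log2 ratio of a pair of rat brain arrays normalized using Zipf's law lay 0.0019 ± 0.0011 from zero (SD, n = 10 pairs). The SD of the lowess curve was 0.16 ± 0.079 (SD, n = 10 pairs). It was below that of the global mean method in 10 of 10 pairs, and above that of the quantile method in 10 of 10 pairs. The curve lay 0.14 ± 0.078 from zero in the 10% of spots with the lowest log mean, 0.016 ± 0.011 in the middle 10% and 0.10 ± 0.066 in the highest 10% (SD, n = 10 pairs each).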

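Of the spots of a rat brain pair, 82.6% ± 8.31 (SD, n = 10 pairs) lay within 0.5 of zero on the log2 ratio scale after the Zipf's law method, which was a larger share than after the global mean method in 10 of 10 pairs. The share was 94.1% ± 5.80 for spots below the median log mean of their pair and 71.1% ± 11.3 for spots above it. Over the 5 arrays, 44.7% of the spots had a median intensity within 1.5 times that of the dimmest spot. Many spots of the lower group thus lie near the lowest intensities. With the 5th percentile of each array subtracted, the share over all spots left was 40.2% after the Zipf's law method and 45.4% after the quantile method. The mean squared log2 ratio was 0.220 ± 0.111 (SD, n = 10 pairs). Against the quantile method, the order differed between pairs with and without the control array when all 5 arrays were normalized together. In the 6 pairs without it, the share was higher under the Zipf's law method in 6 of 6 pairs (87.4% against 82.6% on average) and the mean squared log2 ratio was lower in 5 of 6 pairs (0.160 against 0.188). In the 4 pairs with it, the share was lower in 4 of 4 pairs (75.4% against 81.3%) and the mean squared log2 ratio was higher in 4 of 4 pairs (0.310 against 0.202). This split of the pairs was chosen after seeing the data, and the pairs with the control array all share that 1 array. When the control array was left out before normalization, the order in the remaining 6 pairs was the opposite, with a share of 86.6% under the Zipf's law method against 89.5% under the quantile method, and a mean squared log2 ratio of 0.159 against 0.124. Across spots, the correlation between log2 ratio and log mean of a pair ran from -0.861 to 0.826 after the global mean method, and from -0.156 to 0.0656 after the Zipf's law method. The paper explains the position of most data near zero by the method's rotating the distribution in addition to shifting it.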

The Kolmogorov-Smirnov test is often used to determine whether data distributions differ significantly and provides a test statistic that measures the proportion of overlap between distributions which ranges from 0 (in the case of identical distributions) to 1 (for non-overlapping distributions) [20]. Mean Kolmogorov-Smirnov values (Table 2a, b) showed the expected trend, with the high values for raw, unnormalized data decreasing when global median normalization was applied, decreasing again after Zipf's law normalization, and reaching zero for both data sets under quantile normalization. It should be noted that the Kolmogorov-Smirnov test statistic will always be zero after quantile normalization because this method forces the data distributions of all microarrays to be identical.

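Over the 10 pairs of the 5 rat brain arrays, the mean Kolmogorov-Smirnov value was 0.536 ± 0.228 (SD) for the raw data, 0.351 ± 0.122 after the global mean method, 0.129 ± 0.0584 after the Zipf's law method and 0 after the quantile method. As in the paper, the statistic served as a measure of similarity and no test was made. The value fell from raw to global mean in 7 of 10 pairs, and from global mean to Zipf's law in 10 of 10 pairs. The step from raw data to the global mean method depended on how the arrays were centred. Centred on the mean intensity without logs, the pairs had a mean value of 0.550, above that of the raw data. Centred on the median of log_e intensity, they had a mean value of 0.253. With each array left out in turn, the mean value lay between 0.285 and 0.399 after the global mean method, and between 0.0985 and 0.145 after the Zipf's law method.

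**Figure D2:**
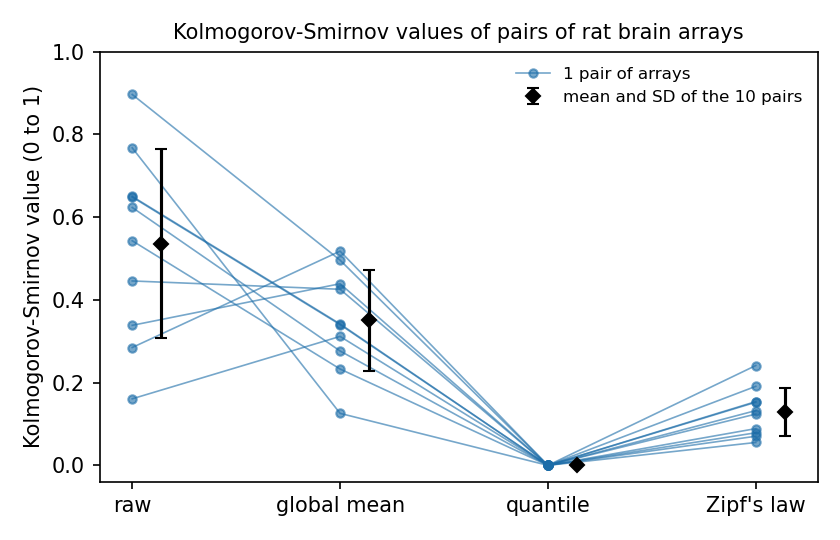
Kolmogorov-Smirnov value of each of the 10 pairs of rat brain arrays in the raw data and after each normalization, with lines joining the values of a pair; diamonds and bars give the mean and SD of the 10 pairs. The values spread from 0.161 to 0.896 in the raw data and from 0.0553 to 0.241 after the Zipf's law method, and are 0 after the quantile method.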

### Normalization Results – Two Channel Boutique Microarray

Plots of log_e _intensity versus log_e _rank fitted with linear regressions show that the Zipf's law normalization based on internal controls (Figure 4a) and on selected housekeeping genes (Figure 4c) have relatively similar coefficients *c *according to Zipf's power function (formula 1) as evidenced by the similarity in slopes of the regression lines. Loess normalization using selected housekeeping genes (Figure 4b) showed slightly more variation in *c *coefficients. The unnormalized raw data is also depicted (Figure 4d) along with two other normalization results, the loess method (Figure 4e) and the quantile method (Figure 4f). These are provided for reference only. Neither method can be validly applied to boutique arrays because both rely on the 'well-behaved' genes assumption.

It should be noted that much of the variation in *c *coefficients under the various normalization regimes is due to one channel (Cy3) on one microarray which had low median intensity and high variance due to low labelling efficiency (depicted in black in Figure 4). When normalized with the loess techniques (Figure 4c and 4f) the second channel (Cy5) on this array is adjusted to have a similar median intensity and variance, possibly skewing the results in favour of the Zipf's normalization techniques. To make the normalization method comparison unbiased, we eliminated this array from the analysis [see Additional file 3]. The Zipf's normalization based on internal controls (a) showed the lowest variation in *c *coefficients, the methods based on selected housekeeping genes (b, c) performed approximately equally well. Here again, raw (d), quantile normalized (e), and loess normalized (f) plots are provided for reference only.

We generated MA plots for each of the normalization methods we compared (Figure 5). Typically, MA plots are produced from data from each channel of a single microarray. In addition to these 'within-array' plots (the first three rows of graphs in Figure 5), we also examined 'between-array' plots to evaluate the potential of the normalization methods to allow us to perform across array comparisons. The Zipf's using internal controls was slightly more well centered around the zero log ratio axis than the methods using selected housekeeping genes, especially in between-array plots. The raw and loess normalized plots are provided for reference only.

Finally, to quantify the differences between distributions after normalization, pairwise Kolmogorov-Smirnov values were computed for both the complete boutique array data set (Table 2c) and after eliminating the array which contained a low median intensity and high variance due to low labelling efficiency (Table 2d). In addition to computing the Kolmogorov-Smirnov values for all possible between-array pairwise combinations, we also summarized just the within-array pairwise comparisons (in parenthesis in Table 2). Of the normalization methods which can be applied to boutique microarrays, the Zipf's method using internal controls produced the most similar data distributions when all possible between-array comparisons are taken into consideration. When only within-array comparisons are considered, the Zipf's method using internal controls was better after the low labelling efficiency array was eliminated. The Zipf's method using selected housekeeping genes did not perform as well as the other methods in within-array comparisons, and was the middle performer when all possible between-array comparisons were computed. Kolmogorov-Smirnov values were computed from the global mean, Zipf's general, quantile, and loess normalization methods and are provided for reference only.

### Microarray platform comparison

In a survey of seventeen microarray data sets, Hoyle *et. al*. [14] reported that microarray data follow a log-normal distribution with power-law tails. The three data sets presented in this paper exhibited distinct power-law distributions (Table 1, data sets A, B and H). 

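For the rat brain data of set B, each of the 5 arrays was sorted by its own intensities, and the mean intensity at each rank was log_e transformed and standardized. The standardized values had a skewness of 1.98, where a normal distribution has 0, and a Kolmogorov-Smirnov distance of 0.174 from the standard normal distribution. Of the 597 values, 65.5% lay below the mean and 5.19% lay above 2 SD. The skewness of the single arrays ran from 1.496 to 3.56. Without the 9 G spots, a setting chosen after seeing the data that leaves 588 spots, the number of data points in Table 1, the skewness was 1.71. It was 0.237 after the subtraction of the 5th percentile of each array.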

To ascertain whether the data sets we used were unusual, we surveyed nine additional data sets (Table 1, data sets C-G, I-K) to determine their conformity to Zipf's law and the log-normal distribution respectively. The microarray data sets fell into two broad categories, power law distributions (Figure 6, data sets A-E) and log normal distributions (Figure 6, data sets I-K). 

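With each rat brain array of set B sorted by its own intensities, the slope of log_e intensity on log_e rank lay between -1.20 and -0.541 over the 5 arrays, with a mean of -0.876.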

Of the six power law data sets, two (B and C) clearly followed Zipf's law distributions. The remaining four (data sets A, D, E, and H), while still power-law distributed, showing noticeable deviations from the distribution at the lower rank (higher intensity) portion of the distribution. Of the platforms that where recognizably log normal in distribution, two fluorescent dye labeled, oligo-based Affymetrics platforms (data sets K and L) followed the distribution most closely and two dye labeled, cDNA systems (data sets I and J) were perceptibly log normal. The two SAGE experiments (data sets F and G) which were included for comparison purposes, exhibited Zipf's law distributions. Coefficients of determination (r^2^) of the log mean intensity vs. log rank are a measure of conformation to a power-law distribution and ranged from 0.9968 to 0.7773 for microarray data sets, 0.9982 and 0.9978 for the SAGE experiments (Table 1).

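In the 5 rat brain arrays of data set B, the coefficient of determination of log_e mean intensity and log_e rank was 0.994. For the single arrays on their own ranks it lay between 0.916 and 0.995. Left out in turn, the arrays moved the pooled value no further than 0.992 and 0.995. These values rest on all 597 spots. On the 588 spots left without the 9 G spots, which is the number of data points in Table 1 and was chosen after seeing the data, it was 0.994. The subtraction of the 5th percentile of each array lowered it to 0.867.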

## Discussion

Zipf's law is based on observations made by linguist George Kingsley Zipf that the frequency of word occurrences in natural languages is proportional to the negative power of the rank order of the word. Beside the original findings in natural languages [15], Zipf's law has been found to apply to a plethora of natural phenomena, from the populations of cities to the impact factors of scientific journals as well as a variety of biological data, of which a review made available by Wentian Li [21] is an excellent online resource. It is important to point out, that being a phenomenological principle, Zipf's law does not imply that there is a universal underlying physical process at work. However, in much the same way that the Gaussian-Normal distribution occurs naturally in data and can be used to statistically test or otherwise manipulate the data, the fact that microarray data conforms to Zipf's law can be adapted for the purpose of microarray normalization.

Zipf's law is a power law function that states that the magnitude of an intensity measurement is inversely proportional to the rank of that data point in the data set, where c is a coefficient close to -1. Ranking is a method common in statistics, which has previously been used to analyze microarray data. Hoyle el. al. [14] used ranking as a method for evaluating microarray data and proposed the use of several statistics including χ^2 ^to quantify the agreement of the distribution to Benford's Law [22], and σ^2 ^as a quality control measure to detect such factors as low signal to background ratio, or mRNA probes extracted from mixed cell types. Ranking also figured prominently in the evaluation of a survey of inter-array normalization methods [23] where the statistics 'absolute rank deviation' and 'relative rank deviation' were used to select the method that produces the most 'well-normalized' data. The normalization procedure described in this paper is the first to combine these two ideas, namely that ranking can be used to judge the effectiveness of a normalization method, and that microarray data conforms to Zipf's law. We evolved these ideas into a novel and easily applicable normalization method and compared this method with existing methods to eliminate non-biological variation from microarray data sets.

In order to implement an appropriate data normalization technique, it is important to know the distribution of a given data set. Several publications have examined the data distributions that typically result from microarray experiments. In a survey of seventeen microarray data sets, sixteen of which were fluorescent dye labeled, Hoyle *et. al. *[14] reported that microarray data were found to have a log normal distributions with power law tails. More recent publications have reported that the abundance of expressed genes exhibit power-law distributions [11,13,24]. Results from our own data sets and a subsequent survey of publicly available data sets from both radioactively and fluorescently labeled platforms suggest that both types of distributions can be manifested in microarray data.

Comparisons between the Zipf's law and quantile normalization methods using MA plots showed that the quantile method effectively removes intensity dependant effects, sometimes referred to as 'banana' curves, from microarray data sets, while the Zipf's law method has no effect on the curved nature of the intensity dependent effect. This is not altogether unexpected as the quantile method was specifically designed to remove such effects. While the Zipf's method does not remove the curve from the intensity dependent effect, it does minimize negative consequences by rotating the data distribution such that the maximal number of data points lie on the zero of the log ratio axis. In this respect, the Zipf's law normalization technique can be considered inferior to the quantile method, however, it may still be a useful tool where the quantile method cannot be applied.

One such case, in which quantile normalization is inappropriate, is with so called 'boutique' microarrays where the genes spotted on the array represent a selected set of genes, for example from a specific pathway or those involved with a particular biological process or disease state. In such systems, most genes are expected to be differentially regulated when control and experimental samples are compared and the expected data distribution of control samples may be significantly different than that of experimental samples (in mean intensity for example). The quantile normalization method would effectively remove this difference by replacing the data distribution of each microarray with the mean distribution of all arrays. In contrast, the principle of normalization according to Zipf's law can also apply to arrays of this type if a group of control spots are included on the microarray. These control spots could be an external reference probe which hybridises to a concentration gradient of matching spots on the array, or internal positive (highly expressed genes) and negative (spotting buffer) control spots on the microarray, or an *a priori *selected set of housekeeping genes using a method such as that described by Wilson et. al. [4] or Schadt et. al. [25]. A linear model can be fitted to the control spots alone, and the normalization procedure can then be applied using the control spots as a proxy for the entire data distribution. The critical assumption in using control spots in normalization is establishing their relationship to the experimental spots.

The results of our comparison between methods which are designed to normalize boutique microarray data show that Zipf's law normalization using internal control spots results in a relatively well normalized data set when compared to Zipf's law normalization using selected housekeeping genes and the modified loess method using selected housekeeping genes. In addition, the Zipf's law method produced data distributions which are more similar between arrays allowing for between-array comparisons which are advantageous in terms of both cost, because of the reduced number of microarrays that need to be run, and, statistical power, by allowing for greater numbers (n), experimental design permitting.

## Conclusion

In summary, we examined the applicability of using Zipf's law as the basis for a novel normalization technique, which is applicable to both one channel microarray data and two channel microarrays. This method is shown to out-perform such methods as global normalization to the mean but would appear to be inferior to quantile normalization. The quantile method was superior to Zipf's law in removing intensity dependent effects commonly seen in microarray data. While the latter method cannot be applied to boutique arrays, we show that the Zipf's normalization method used with internal positive and negative controls or with selected housekeeping genes normalizes boutique arrays as well as currently existing methods. Additionally, data normalized with the Zipf's method using internal control spots seems more amenable to between-array gene intensity comparisons when compared to other methods.

## Methods

### Data acquisition

Data set A (Table 1) was generated using a global genome-wide cDNA clone set (Human UniGene clone set RZPD 1 Build 138, NCBI [26]), which consisted of ~33,792 cDNA clone inserts spotted in duplicate onto membranes [16]. These microarrays (n = 31) were hybridized with ^33^P-labeled cDNA derived from total RNA extracted from biopsy material from the sigmoidal colon of normal (control, n = 11), and patients with Crohn's disease (condition A, n = 10) and ulcerative colitis (condition B, n = 10). To emphasize that our normalization technique can be used to normalize other array systems, the second array set used was a smaller, but widely used, commercially available microarray system. Data set B (Table 1) was generated by using Atlas Rat cDNA microarrays (Clontech, 588 genes) probed with rat brain tissue, from control (cerebellum n = 10, olive n = 10) and harmaline treated (cerebellum n = 10, olive n = 9) animals. A third microarray data set, data set H (Table 1) was included to demonstrate the normalization method on two channel fluorescent based (Cy3/Cy5) oligonucleotide systems. These custom produced boutique microarrays (n = 5) contained 1024 spots, and were used in a study to identify differences in apoptotic mechanisms in two different mouse cell lines. Microarrays were probed according to established protocols and exposed to imaging plates overnight (BAS-MS 2325) and scanned at a 50 μm resolution on a FLA-3000G phosphoimager (Raytest, Germany). Image gridding was carried out using VisualGrid^® ^software [27], and intensity data was stored in a relational database and normalized and analyzed using database stored procedures and Perl scripts. All data was normalized from raw data, no background subtraction or other inter-array normalization was performed. Plots were generated using the Grace software package [28].

### Normalization

Normalization was accomplished by transforming the data such that the coefficient *c *and proportionality of the Zipf's power function (formula 1) are identical for all microarrays. This is easily achieved using a regression model on the log_e _intensity versus log_e _rank transformed data, which has the general form,

ln (*y*) = *a *+ *b*ln (*r*) + *e *    (2)

where *y *is the intensity, *r *is the rank, *a *is the regression constant (corresponding to proportionality in Zipf's power function), *b *is the regression coefficient (corresponding to the coefficient *c *in Zipf's power function), and *e *is an error coefficient, which is assumed to be normally distributed.

The first step in this three step procedure was to compute the median intensity of each gene over all microarrays to establish ranks, which were used as the 'reference' to which all microarrays were normalized. This was done by taking the median intensity (*y*_*med*_) of each gene, over all microarrays on which it was measured, and sorting the resulting list of medians to obtain their median ranks (*r*_*med*_). The regression model (2) is applied to the log_e _median intensities and their ranks to estimate *a*_*med *_and *b*_*med *_using the least squares method,

The ranking of genes by their median intensities effectively groups genes of similar overall expression level along the log rank axis. Under the assumptions that most genes are not differentially expressed, the reference curve generated from the median intensities should have an identical regression coefficient and constant to that of each individual microarray plotted using the ranks determined by the medians. For the genes which are differentially expressed, the median value represents a 'center' around which expression levels on each individual array may vary, and the neighbouring (by rank) genes, which do not (or only slightly) vary, act to stabilize the regression line and allow normalization to be performed.

In the second step of the normalization procedure, the regression model was applied individually to each microarray using the same ranking as the reference curve,

This results in a set of coefficients *a*_*k *_and *b*_*k *_which are estimated individually for each array using the least squares method, where k is equal to the number of microarrays in one channel systems, and equal to 2 time the number of microarrays (one for each channel) in two channel systems. Data from two channel arrays were treated in the same way as one channel systems, i.e. each channel was treated independently.

In the third step, the difference between the expected gene intensity value on the *k*th array and that of the reference curve was applied as the normalization factor,

A scaling factor was applied to the raw data before normalization such that the values *y*_*k*_,  and  were always greater than one to avoid negative values after log transformation. After normalization, the same scaling factor was applied to the data to back transform to their original magnitude. For example, if the smallest raw value in the data set was 0.1, the unlogged raw data was multiplied by a scaling factor of 10 before normalization, and the unlogged normalized data was divided by the same scaling after normalization.

In the special case of our third microarray data set (see Methods: Data Acquisition) which was a boutique array, the same procedure as described above was applied with the following modifications. Each microarray contained 32 spots each of internal positive controls (GAPDH, glyceraldehyde-3-phosphate_dehydrogenase) and internal negative controls (spotting buffer). The medians of all gene intensities were computed (including internal positive and negative controls), and median ranks were assigned as described. However, only the medians of the 64 internal control spots were used to estimate a_med _and b_med_, and only the 64 internal control spots from each array were used to estimate a_k _and b_k_. In both cases, the ranks generated from the entire data set, were used. The normalization factor was then applied over the entire data set as described above.

An alternative to the used of internal control spots for the normalization of boutique microarrays was also explored. Wilson, et. al. [4] described a method wherein a set of 'housekeeping' genes is selected *a priori *from the data set by virtue of their low variance in intensity and such that the entire range of intensities observed on the microarrays is uniformly represented. We also applied the Zipf's law normalization technique to our boutique microarrays using the set of housekeeping genes selected using the method of Wilson, et. al.

In addition to the normalization method based on Zipf's law, all data sets were normalized to a global mean (the mean of logged intensities from all microarrays) and the quantile method. The quantile method is applied by ranking the genes in each array by intensity, taking the median intensity at each rank, and replacing each gene intensity with the median intensity corresponding to the same rank. All normalization methods were compared to each other and to the raw data distribution using box plots and MA plots (pairwise array comparisons of the log-intensity ratio (M) to the mean log-intensity (A)). The two channel boutique microarray data set allowed further normalization methods not possible on one channel array systems to be applied. We normalized this data set using the popular loess method [19], and a modified Loess method specifically designed for boutique arrays using selected housekeeping genes described by Wilson, et. al. [4].

### Software

The Zipf's normalization procedure was initially implemented as an SQL stored procedure in a relational database. However, because this is not easily transferable to other systems, we provide two further implementations, a Perl script and an Excel macro [see Additional files 4, 5]. Implementations are available for download from our website [29] and as additional files accompanying this paper. Both the Perl script and Excel macro implement matrix algebra style computation, using either built-in functions or the Perl PDL module [30]. Normalization of two channel arrays with the loess method was performed using the marray package from R's Bioconductor [4]. Loess normalization using selected housekeeping genes and the selection of the housekeeping genes themselves was done with the tRMA package [19] which is publicly available for download on the internet. Sample data sets are also provided with this paper [see Additional files 6, 7, 8].

### Normalization method comparison

To compare and evaluate the effectiveness of the various normalization methods applied in this paper, several well established methods were used along with some less common techniques. MA plots [19] are a convenient way to examine differences in fluorescent marker efficiency and other dye effects in two channel microarray systems. In addition to the standard practice of generating within-array MA plots, we apply them additionally to one channel systems and between arrays in two channel systems to evaluate the extent to which a normalization procedure allows for multiple pairwise comparisons between microarrays. Plots of log_e _intensity versus log_e _rank fitted with linear regressions are a way to visually evaluate the normalization procedure according to the criteria of the Zipf's Law normalization. Specifically, all arrays have identical coefficients *c *and proportionality for the Zipf's power function when the slops and y-intercepts of the regression lines are identical. Finally, to quantify the similarity between microarray distributions after normalization, the mean Kolmogorov-Smirnov value was calculated over all possible pairwise combinations of microarrays within an experiment. In the case of two channel arrays, the mean of within-array Kolmogorov-Smirnov values was also computed (n = the number of arrays). It should be emphasized that even though the Kolmogorov-Smirnov values are technically a test statistic, no statistical test is performed. The values are here used only as a measure of similarity between microarray distributions.

### Microarray platform comparison

The underlying premise of the Zipf's normalization method is that microarray data distributions follow a power law distribution such that the relationship between the log intensities and the log ranks is clearly linear. While this assumption holds true for the three data sets we present in this paper, to evaluate the general applicability of the method we also examined eight publicly available data sets (Table 1, data sets C-G, I, K-L) from the NCBI Gene Expression Omnibus [18], and one unpublished data set from an independently maintained website [31] (Table 1, data set J). The survey contains a variety of microarray system types (cDNA vs. Oligo based, radioactivity vs. dye labeled systems, academic vs. commercially produced) and two SAGE experiments for comparison. Two plots were generated for each data set to ascertain the conformity to the Zipf's power law distribution and the log normal distribution respectively. For each data set, a representative array was constructed by ranking the intensities within each array, and then mean over ranks were taken. To determine how well data sets follow the Zipf's power law distribution, log intensity vs. log rank plots were constructed and linear regressions were performed. Data distributions, which were very linear in form, closely follow the power law distribution. A second plot of the distribution of (log y – μ) / σ, where y is the mean intensity over ranks, and μ and σ^2 ^are the mean and variance, was made for each data set to visualize the conformity to log normal distribution.

## List of abbreviations

EST – Expressed Sequence Tag

MA – log ratio (M) vs. mean log intensity (A)

NCBI – National Center for Biotechnology Information

RZPD – Deutsches Ressourcenzentrum für Genomforschung GmbH

SAGE – Serial analysis of gene expression

SQL – Structured Query Language

## Authors' contributions

TL conducted the data analysis and implementation of algorithms, participated in the development of the normalization method and is principle author of this manuscript. CMC generated the Unigene and Clontech microarray data set, participated in the development of the normalization method and participated in manuscript preparation. PJPC conceived of and participated in the development of the normalization method. RH participated in the generation of microarray data sets and participated in the development of the normalization method. GD conceived of and coordinated neurology related aspects of this study. SS conceived of and coordinated gastrointestinal related aspects of this study.

## Supplementary Material

Additional File 1 **Clontech microarray log plots **Five rat Clontech microarrays from the panel of thirty-nine microarrays probed with rat-brain tissue. Upper left to lower right: **a**. Log_e _median gene intensity vs. log_e _rank – conformity to Zipf's law is demonstrated by the linear regression line (in red) **b**. Five microarrays chosen to maximize pre-normalization variability, each plotted according to the gene ranks determined by their median gene intensity levels. **c**. The same five microarrays, normalized to a global median, with regression lines. **d**. The same five microarrays, normalized with the quantile method, with regression lines. **e**. The same five microarrays normalized taking Zipf's law into account, with regression lines. For plots b-d, a sub-sample of 50% of the data points are plotted for readability. Click here for file

Additional File 2 **Mean of squared log ratios from MA plots in **Figure 2 In Figure 2, it is difficult to see that the distribution of the Zipf's normalized data is more closely centered around zero on the log ratio axis than the Globally normalized data. To quantify this, the mean of squared log ratios was computed for each MA plot. The positions of the values in this table correspond exactly to the positions of the plots in Figure 2. In 6 out of 8 cases, the mean of squared log ratio is smaller in the Zipf's normalized data than in the corresponding Globally normalized data. Click here for file

Additional File 3 **Boutique microarray log plots **Four mouse apoptosis boutique microarrays used in the mouse cell line experiments. This is the same data set as shown in Figure 4, with the array containing one channel with low expression intensities and high variability removed. Upper left to lower right: Log_e _median gene intensity vs. log_e _rank – **a**. Normalized according to Zipf's law, using internal positive and negative controls as proxies for the whole data set. **b**. Normalized with a loess curve fit using a selected set of housekeeping genes as proxies (see Methods). **c**. Normalized according to Zipf's law, using the same selected set of housekeeping genes as in b. as proxies **d**. The raw data. **e**. For comparison purposes only, normalized using the quantile method. **f**. For comparison purposes only, normalized using the standard loess method. Click here for file

Additional File 4 Requires: Microsoft Excel (Does not handle missing data values.) Click here for file

Additional File 5 Requires: Perl (which runs on many platforms), the PDL perl module (Handles missing data values if PDL is compiled correctly.) Click here for file

Additional File 6 Microarray type: Filter based cDNA from the RZPD Number of genes: 33,792 Number of microarrays: 31 Probed with: Total RNA from human sigmoidal colon. Within microarray normalization: None Click here for file

Additional File 7 Microarray type: Clonetech Atlas Rat cDNA 7738-1 Number of genes: 558 Number of microarrays: 33 Probed with: Total RND from rat cerebellum and olive. Within microarray normalization: None Click here for file

Additional File 8 Microarray type: custom made glass slide Number of genes: 1024 Number of microarrays: 5 Probed with: Total RND from mouse cell lines. Within microarray normalization: None Click here for file

## Figures and Tables

**Figure 1:**
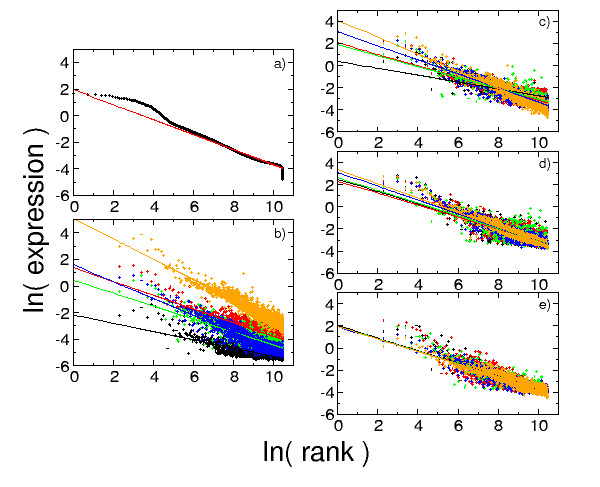
**Unigene microarray log plots. **Five human Unigene microarrays from the panel of thirty-one microarrays used in the sigmoidal colon experiments. Upper left to lower right: **a**. Log_e _median gene intensity vs. log_e _rank – conformity to Zipf's law is demonstrated by the linear regression line (in red) **b**. Five microarrays chosen to maximize pre-normalization variability, each plotted according to the gene ranks determined by their median gene intensity levels. **c**. The same five microarrays, normalized to a global mean, with regression lines. **d**. The same five microarrays, normalized with the quantile method, with regression lines. **e**. The same five microarrays, normalized taking Zipf's law into account, with regression lines. For plots b-d, a sub-sample of 10% of the data points are plotted for readability.

**Figure 2:**
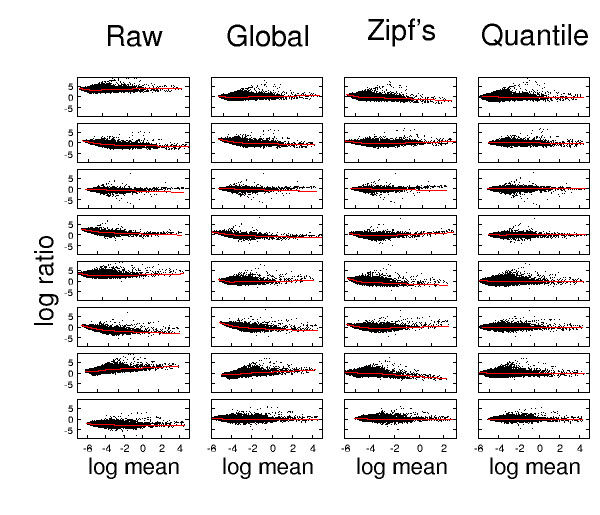
**Unigene microarray MA plots. **MA plots of Raw Unigene data compared to data normalized with the Global mean, Zipf's, and Quantile methods (columns). Each row of plots represents one pairwise comparison, only 8 of the possible 10 pairwise comparisons of the 5 microarrays used in figure 1are shown. Lowess curves are plotted in red.

**Figure 3:**
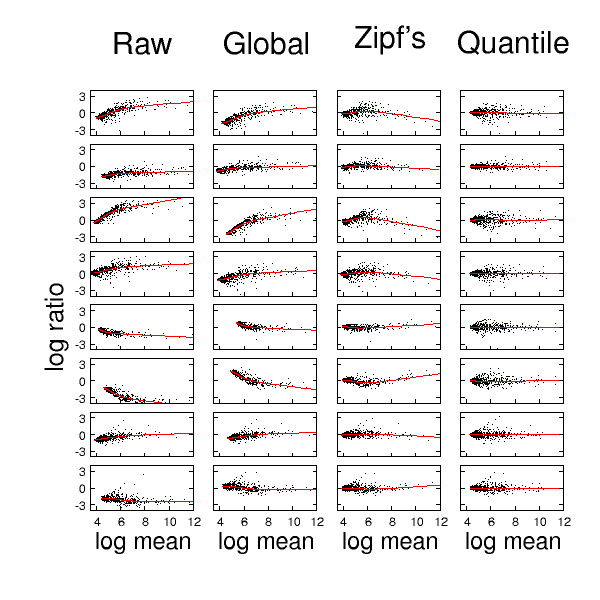
**Clontech microarray MA plots. **MA plots of Raw Clontech Rat data compared to data normalized with the Global mean, Zipf's, and Quantile methods (columns). Each row of plots represents one pairwise comparison, only 8 of the possible 10 pairwise comparisons of the 5 microarrays used in Additional file 1 are shown. Lowess curves are plotted in red.

**Figure 4:**
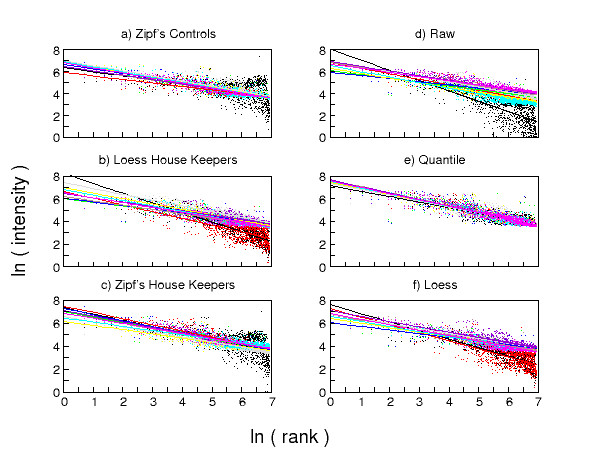
**Boutique microarray log plots. **Five mouse apoptosis boutique microarrays used in the mouse cell line experiments. Upper left to lower right: Log_e _median gene intensity vs. log_e _rank – **a**. Normalized according to Zipf's law, using internal positive and negative controls as proxies for the whole data set. **b**. Normalized with a loess curve fit using a selected set of housekeeping genes as proxies (see Methods). **c**. Normalized according to Zipf's law, using the same selected set of housekeeping genes as in b. as proxies **d**. The raw data. **e**. For comparison purposes only, normalized using the quantile method. **f**. For comparison purposes only, normalized using the standard loess method.

**Figure 5:**
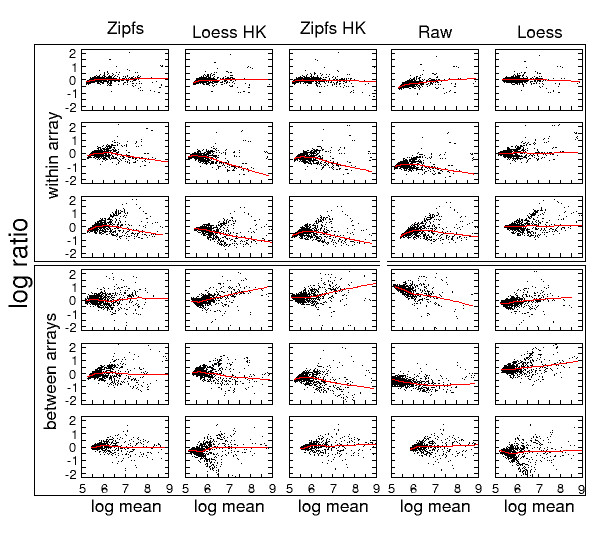
**Boutique microarray MA plots. **MA plots of the boutique data set comparing (in columns) Zipf's normalization using controls (Zipfs), Zipf's normalization using housekeepers (Zipfs HK), loess normalization using housekeepers (loess HK), raw data, and, for comparison purposes only, the standard loess normalization. Each row of plots represents one pairwise comparison, only 6 of the possible 45 pairwise comparisons of the 5 microarrays used in figure 4 are shown. The top three rows show within-array comparisons, and the bottom three rows show between-array comparisons. Lowess curves are plotted in red.

**Figure 6:**
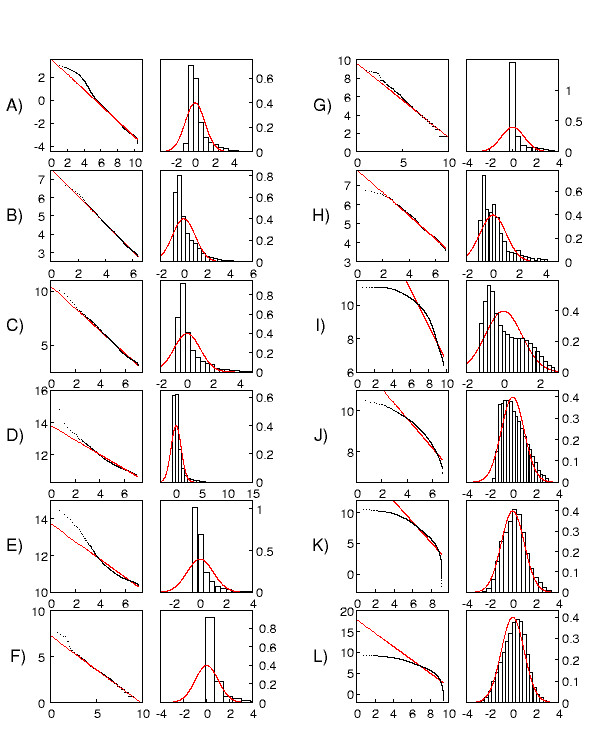
**Data set comparison. **Eleven microarray data sets (A-K) exhibiting varying degrees of conformation to power law and log normal distributions. On the left for each data set is a log mean intensity vs. log rank plot of the entire data set. Each array was sorted independently by intensity, and mean intensities for each rank over all arrays are plotted. A linear regression line is shown in red. Data sets with a linear distribution adhere well to a power law distribution. On the right for each data set is the distribution (ln(i) – μ) / σ of the mean intensities used in the left hand plots, where i is the mean measured intensity for each rank and μ and σ are the mean and variance of i respectively. The standard normal curve N(0,1) is shown in red for comparison. Data sets that display a standard normal distribution adhere well to a log normal distribution.

**Table 1:** Data set comparison

**Set**	**Microarray Platform**	**Number of Data Points**	**Number of Expts**	**R2**	**GEO platform**	**GEO experiment**	**Array type**
A.	Human Unigene RZPD 1	34560	31	0.9877	GLP284	GSE1510	cDNA, membrane
B.	Clontech Atlas Rat cDNA Expression	588	39	0.9968	GPL158	GSE1509	cDNA, membrane
C.	Clontech Atlas Human 1.2 (I & II)	1176	10	0.9903	GPL127, GPL128	GSE751	cDNA, membrane
D.	Clontech Atlas Mouse 1.2	1159	12	0.9460	GPL144	GSE565	cDNA, membrane
E.	Clontech Atlas Human Cancer 1.2	1160	36	0.9109	GPL158	GSE796	cDNA, membrane
F.	NlaIII: Rattus norvegicus	76790	1	0.9982	GPL23	GSM1679	SAGE
G.	NlaIII: Homo sapiens	101677	1	0.9978	GPL4	GSM14771	SAGE
H.	Mouse Apoptosis	1024	5 × 2	0.994	--	--	cDNA, glass
I.	Caltech 16K cDNA mouse	908	58	0.8892	na	na	cDNA, glass
J.	Stanford Human Unigene	908	24	0.9081	na	na	cDNA, glass
K.	Affymetrix GeneChip Rat Genome	8799	24	0.8538	GPL85	GSE776	Oligo, glass
L.	Affymetrix GeneChip Human Genome	12625	24	0.7773	GPL91	GSE803	Oligo, glass

Eleven microarray data set comparison. Raw intensities, without background subtraction, were used. Controls and blanks were excluded. For Affymetrix chips (K and L), MM/PM ratios were used. For data set B two different Atlas arrays were analyzed together, when analyzed separately they gave similar results. For two channel array systems (I and J), each channel was treated as a separate array. For set I, only the cyanine-3 channel (spleen sample control) was used and for set J, both channels were used for analysis. Reference for data set J: Ross et. al. [31].

**Table 2:** Kolmogorov-Smirnov values

	**Microarray Platform**	**Pairwise Combinations (within array)**	**Raw**	**Global Median**	**Zipfs**	**Quantile**	**Loess**	**Loess HK**	**Zipfs Control**	**Zipfs HK**
a.	Clontech Atlas Rat cDNA Expression	465	0.539	0.484	0.119	0	na	na	na	na
b.	Human Unigene RZPD 1	703	0.662	0.225	0.060	0	na	na	na	na
c.	Mouse Apoptosis	45 (5)	0.548 (0.631)	**0.340 (0.318)**	**0.149 (0.167)**	**0 (0)**	**0.471 (0.042)**	0.487 (0.172)	0.182 (0.179)	0.303 (0.296)
d.	Mouse Apoptosis Subset	28 (4)	0.568 (0.667)	**0.303 (0.287)**	**0.111 (0.129)**	**0 (0)**	**0.317 (0.038)**	0.341 (0.190)	0.145 (0.128)	0.315 (0.291)

Three microarray data sets presented in this paper and seven normalization techniques were compared by computing the mean Kolmogorov-Smirnov values of all possible pairwise combinations of arrays within a data set. In the case of the two channel mouse apoptosis microarray, within-array pairwise comparisons were also computed and are shown in parenthesis (here n = the number of arrays, as each array has 2 channels). The symbol 'na' indicates that the normalization techniques which can only be carried out on two channel (loess) or boutique (loess HK, Zipfs Control, Zipfs HK) arrays were not performed on single channel arrays. Values in bold typeface were computed for reference purposes only – these normalization methods cannot be validly applied to boutique microarrays.

# Supplementary material for: Can Zipf's law be adapted to normalize microarrays?
**Source:** BMC Bioinformatics. 2005 Feb 23;6:37. doi: 10.1186/1471-2105-6-37
**Supplement:** Additional File 2 — Mean of squared log ratios from MA plots in Figure 2 In Figure 2, it is difficult to see that the distribution of the Zipf's normalized data is more closely centered around zero on the log ratio axis than the Globally normalized data. To quantify this, the mean of squared log ratios was computed for each MA plot. The positions of the values in this table correspond exactly to the positions of the plots in Figure 2. In 6 out of 8 cases, the mean of squared log ratio is smaller in the Zipf's normalized data than in the corresponding Globally normalized data.

**Supplemental Table 1 - Mean of squared log ratios from MA plots in Figure 2**

In Figure 2, it is difficult to see that the distribution of the Zipf’s normalized data is more closely centered around zero on the log ratio axis than the Globally normalized data. To quantify this, the mean of squared log ratios was computed for each MA plot. The positions of the values in this table correspond exactly to the positions of the plots in Figure 2. In 6 out of 8 cases, the mean of squared log ratio is smaller in the Zipf’s normalized data than in the corresponding Globally normalized data.

|  | Raw | Global | Zipf’s | Quantile |
| --- | --- | --- | --- | --- |
| MA plot 1 | 11.587 | 0.420 | 0.497 | 0.557 |
| MA plot 2 | 0.523 | 0.628 | 0.277 | 0.212 |
| MA plot 3 | 0.292 | 0.114 | 0.106 | 0.170 |
| MA plot 4 | 3.629 | 0.584 | 0.225 | 0.142 |
| MA plot 5 | 8.940 | 0.420 | 0.543 | 0.634 |
| MA plot 6 | 1.140 | 0.759 | 0.371 | 0.286 |
| MA plot 7 | 1.838 | 1.077 | 0.501 | 0.492 |
| MA plot 8 | 7.102 | 0.274 | 0.261 | 0.175 |

How the deposited data were processed for this re-analysis (not part of the article)

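Spot intensities of 5 rat brain microarrays of data set B were analysed, 4 labelled as cerebellum of harmaline-treated rats and 1 as cerebellum of a control rat. The authors hybridized radio-labeled cDNA to Clontech Atlas Rat nylon membranes, scanned them with a phosphoimager and quantified the spots with VisualGrid as mean pixel intensity. The deposited unit is the spot intensity on a linear scale, with no background subtraction and no normalization between arrays. Each array has 597 spots and 0 missing values, and 0 further columns of sample values were left unused. The spots are named by number and the files do not pair them with genes, so no gene names are given. The median intensity of an array lay between 18.75 and 67, and the highest between 2520 and 29672. The number of arrays limits the precision.

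The values of the 5 arrays are also found in Additional file 7 of the paper, which holds 39 arrays and 609 spots. Of these spots, 21 have a location named with G and a number, and 9 of the 21 are among the 597 deposited spots. The column codes of that file differ from the deposited condition in tissue, treatment or both for all 5 arrays. Harmaline and control arrays were therefore pooled wherever normalizations are compared, and only 1 comparison, given after the paper, was made between the deposited labels. The other arrays of Additional file 7 were used for alternatives and for observations. The human colon arrays were not analysed here.

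From the intensities, the global mean, quantile and Zipf's law normalizations were computed as the methods of the paper describe them, on all 5 arrays. The slope, intercept and residual SD of each array came from a least squares line of log_e intensity on log_e median rank. Each of the 10 pairs of arrays gave the mean and the mean square of the log2 ratio, the share of spots within 0.5 of zero, the SD of a lowess curve of log2 ratio on log mean (span of 2/3, 3 robust iterations) and the Kolmogorov-Smirnov statistic. The pairs share arrays, so they are reported with their SD and as numbers of pairs, without a test. The distribution was described by the mean intensity at each rank, which is the curve of Table 1 and Fig. 6, but on other spots than the paper's. The note to Table 1 states that controls and blanks were left out, and the table gives 588 data points for data set B, whereas all 597 deposited spots were used here. Without the G spots, 588 of the deposited spots and 588 of the 609 spots of Additional file 7 remain, which is the number the paper gives. The content of the G spots was not tested. NumPy 2.4.6, SciPy 1.17.1 and statsmodels 0.14.6 were used in Python 3.11.15.

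The arrays labelled harmaline and control were compared with limma 3.58.1 in R 4.3.3 on log2 of the Zipf's law normalized intensity, with Benjamini-Hochberg adjustment and a threshold of 0.05. With 1 control array, the spread comes from the 4 harmaline arrays alone, and the control is assumed to vary like them. Spots to be named were fixed before the data were examined as the 2 with the largest rise and the 2 with the largest fall among those called. With the hybridization number as a random block, only 1 hybridization holds more than 1 array and limma's function gave no correlation, so its steps were run with statmod 1.5.0 for each spot.

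The procedures were tested on simulated data. In 5 simulated arrays of 597 spots, the slopes were recovered with an error of at most 0.0196, and their SD fell from 0.231 to 0.000419 after Zipf's law normalization. For the comparison of 4 arrays labelled harmaline with 1 labelled control, 60 of 597 simulated spots were changed by 2 on the log2 scale. Of these, limma called 58, and it also called 6 unchanged spots. The simulated control was given the spread of the harmaline arrays. The simulation therefore cannot test the assumption that the control varies like them.

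The alternatives tried were each array left out in turn, all arrays of Additional file 7, the spots brighter than the median spot, the subtraction of the 5th percentile of each array, the regression without the 10 spots of lowest rank, the own ranks of each array, an additive form of the Zipf's law correction, a reference curve from Additional file 7, centring on the median of log_e intensity or on the mean intensity without logs, the mean in place of the median in the quantile method, a lowess span of 0.3, and limma on data normalized in other ways. Data without the G spots, all arrays of Additional file 7 with centring on the mean intensity without logs, and the slope of the mean intensity at each rank were added after the data had been seen.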

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

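Both tests on this value were chosen only after it was seen. Among the 4 arrays labelled harmaline, the highest spot intensity of replicate 1 was 29672, far from the highest intensities of the others, which were 6204, 2520 and 6322 for replicates 2 to 4. Its gap to the nearest of these was 0.860 of the whole range, above Dixon's critical value for 4 samples. The comparison was made for the lowest and the highest array in 18 measures, 36 comparisons in all, and this was the 1 that passed. Chance passes about 1 in 20 groups, so that a single one is no more than chance gives. On the log_e scale, the gap was 0.627 of the range. After the global mean method, which removes the difference in overall brightness, it was 0.287 of the range, with a highest intensity of 11601 for replicate 1 and 9501 for replicate 4. The distance is consistent with the linear scale of a value that differs more than 10-fold between arrays and with the greater brightness of this array, which was also the brightest of the 39 arrays of Additional file 7. The reason for the brightness stays open. The arrays differ in hybridization number, and each of the numbers 2 and 15 holds 1 harmaline array, so that hybridization and array cannot be separated. No biological explanation was tested.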

How the results depend on the processing

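The alternatives were set before the data were examined, except for data without the G spots, Additional file 7 centred on the mean intensity without logs, and the slope of the mean intensity at each rank, which were chosen after seeing the data. Against the Kolmogorov-Smirnov values of the global mean method, those of the Zipf's law method were lower in 15 of the 15 alternatives that give either value. Its mean squared log2 ratio was lower than that of the global mean method in 15 of 15 alternatives. Its share of spots within 0.5 of zero was higher in 15 of 15. Its SD of the lowess curve was lower in 16 of 16, but the alternatives of centring leave that SD unchanged and could not alter this order. The SD of the lowess curve was lower under the quantile method than under the Zipf's law method in 14 of 14 alternatives. The order of the Zipf's law and quantile methods was kept in 9 of 13 alternatives for the mean squared log2 ratio. It was kept in 7 of 13 for the share of spots near zero and in 6 of 13 for the residual SD. For the SD of the array slopes it was kept in 12 of 14. There the additive form, with 0 after the Zipf's law method by construction, was counted as kept. The own ranks, with 0 after the quantile method by construction, were counted as not kept.

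The subtraction of the 5th percentile of each array, which left 493 spots, moved the most values. The slope of the median curve was -1.47, its correlation coefficient -0.951, the coefficient of determination 0.867 and the skewness 0.237. The residual SD was 0.791 after the global mean method, 0.810 after the quantile method and 0.788 after the Zipf's law method, and the mean squared log2 ratio was 1.98, 1.82 and 1.83 in the same order. The SD of the lowess curve was 0.065 after the quantile method and 0.33 after the Zipf's law method, the share of spots near zero was 45.4% and 40.2%, and the SD of the slopes after the quantile method was 0.0211. The Kolmogorov-Smirnov value of the global mean method was 0.0888. The cause was not tested. Before the subtraction, 44.7% of the spots had a median intensity within 1.5 times that of the dimmest spot.

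Among the spots brighter than the median spot, the Kolmogorov-Smirnov value of the global mean method was 0.221. The residual SD, the mean squared log2 ratio and the share of spots near zero of the quantile method were 0.277, 0.260 and 76.6%. For the Zipf's law method the share was 73.8% and the offset from zero 0.00069. With all arrays of Additional file 7, the quantile method gave an SD of slopes of 0.0262, a residual SD of 0.265 and a mean squared log2 ratio of 0.257. Without the 21 G spots of that file, the SD of slopes was 0.0275 and the mean squared log2 ratio 0.251. The cause was not tested for either setting.

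Centring on the mean intensity without logs gave the global mean method an offset from zero of 0.65, a mean squared log2 ratio of 1.01 and a Kolmogorov-Smirnov value of 0.550. In all arrays of Additional file 7 the same centring gave an offset of 0.49 and a Kolmogorov-Smirnov value of 0.484. Centring on the median of log_e intensity gave an offset of 0.20. These offsets follow from the construction, since only the mean of log_e intensity sets the mean log2 ratio to 0. After the Zipf's law method, the SD of slopes was 0.0136 on the own ranks of each array and 0.0131 with the reference of Additional file 7, and it was 0 with the additive form, as was the offset, again by construction. With a lowess span of 0.3, which follows the data more closely, the SD of the lowess curve after the quantile method was 0.042.

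With each array left out in turn, the values of the quantile method lay between 0.00716 and 0.0228 for the SD of slopes, 0.207 and 0.260 for the residual SD, 0.124 and 0.282 for the mean squared log2 ratio, 0.024 and 0.040 for the SD of the lowess curve and 77.7% and 89.5% for the share of spots near zero. The SD of slopes was 0.0228 without harmaline replicate 2 and 0.0180 without harmaline replicate 4. After the Zipf's law method it lay between 0.00330 (without harmaline replicate 3) and 0.0111 (without harmaline replicate 2). The mean squared log2 ratio was 0.282 without harmaline replicate 2 and 0.124 without control replicate 1.

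The count of spots called by limma between the labels, 8 of 597, depended on single arrays, and ran from 0 to 38 with each harmaline array left out in turn. It was 38 without replicate 1, with 5 higher and 33 lower in the arrays labelled harmaline, and 0 without replicate 2, 3 or 4, where 53, 60 and 86 spots had an unadjusted p under 0.05. Without the control array there is no comparison. It was 5 among the 298 spots brighter than the median spot, where fewer spots were tested. It was 0 after the quantile method (42 spots at an unadjusted p under 0.05), 0 in the raw data (2 spots), 0 with the 5th percentile subtracted (54 spots) and 0 with the hybridization number as a random block (83 spots). It was 6 after the global mean method, and 4 of these were among the 8. No paired analysis was possible because the labels give no replicate numbers that pair the arrays, and 1 array is labelled control. In total, leaving aside the raw data and the fold changes of the named spots, 316 values were compared. The alternatives moved 54 of the 316 by more than their spread, or counts by more than 1.5 times. Some of the 316 could not move, such as the Kolmogorov-Smirnov value and the offset of the quantile method, which are always 0. The share that moved is therefore lower than among the values free to move. Of the values of the raw data, 3 of 72 moved by more than their spread. The fold changes of the spots R197 and R153 had an adjusted p of 0.05 or more in 14 of 26 cases, 7 of 13 alternatives for each spot.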

Differences from the paper's values

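The paper gives 465 pairwise combinations for the rat microarrays in Table 2, whereas the 39 arrays of Additional file 7 make 741 pairs. None of the alternatives set before the data were examined bears on this number. The 31 columns of the human data in Additional file 6 make 465 pairs. The paper's description of Additional file 7 gives 33 microarrays and 558 genes, whereas 39 arrays and 609 spots were found in it.

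For the mouse microarrays without the poorly labelled array, the paper's mean Kolmogorov-Smirnov value over all pairs is 0.303 in the column that Table 2 heads global median, and centring on the mean log_e intensity gave 0.201. The alternative of centring on the mean intensity without logs, set before the data were examined, gave 0.304. Centring on the median of log_e intensity gave 0.168.

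For the rat microarrays, the paper's Kolmogorov-Smirnov value in the same column is 0.484, and the value of the 5 arrays centred on the mean log_e intensity was 0.351. Centring on the median of log_e intensity, set before the data were examined, gave 0.253, and the centring without logs gave 0.550 in the 5 arrays. In all 39 arrays it gave 0.484, a setting chosen after seeing the values. This setting drops none of the items the paper calls, since it calls none. Centring on the mean log_e intensity, set before the data were examined, gave 0.284 in all 39 arrays. The paper's value after Zipf's law normalization is 0.119, and 0.119 was obtained with all arrays of Additional file 7 against 0.129 with the 5 arrays. The paper's coefficient of determination for data set B is 0.9968. The 5 arrays gave 0.994 and all arrays of Additional file 7 gave 0.989. Without the 21 G spots of that file, a setting chosen after seeing the values, all arrays gave 0.997. The paper's slope is -0.78, against -0.848 in the 5 arrays, -0.761 in all arrays of Additional file 7. In settings chosen after seeing the values, it was -0.772 in the 5 arrays without the 9 G spots and -0.691 in all arrays without the 21 G spots. The slope of the mean intensity at each rank, also chosen after seeing the values, was -0.949 in the 5 arrays.

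The paper states that after global mean normalization the data deviate from zero especially in the low log mean range. In the 5 rat arrays the mean absolute log2 ratio below the median log mean was 0.44, and above it 0.60, and the former was the larger in 0 of 10 pairs. With centring on the mean intensity without logs, set before the data were examined, the values were 1.07 and 0.54. The former was the larger in 9 of 10 pairs. With centring on the median of log_e intensity, also set before, they were 0.29 and 0.73. The former was the larger in 0 of 10 pairs. The paper also states that Kolmogorov-Smirnov values fall from raw data to global normalization. They fell in 7 of 10 pairs of the 5 arrays. With the centring without logs, the mean value did not fall in the 5 arrays (0.550 against 0.536). In all arrays of Additional file 7, the mean value fell from 0.548 to 0.284 with centring on the mean log_e intensity. With the centring without logs, a setting chosen for those arrays after seeing the values, it fell to 0.484.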

Other observations

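The tests on the principal component and on the order of the columns were chosen only after the results were seen. The tests on the codes of Additional file 7, on random sets of arrays and on background were chosen before.

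The 5 arrays labelled cerebellum carry codes of Additional file 7 that are read as olive for 4 and cerebellum for 1, and as control for 3 and treated for 2. If the codes were out of order, arrays with the same code would be no more alike than others. Over the other 34 arrays, quantile normalized and centred for each spot, the mean correlation of arrays with the same tissue code was -0.0285 and that of arrays with different codes -0.0184 (one-sided permutation test, p = 0.519). For the treatment code the values were 0.0186 and -0.0629 (permutation p = 0.0293), and for tissue and treatment together 0.00129 and -0.0308 (permutation p = 0.173). The Benjamini-Hochberg adjusted values over these 3 tests were 0.519, 0.0880 and 0.259. The tissue result is consistent with codes that are out of order, but a small difference between tissues could give it too, and the treatment code argues against a full shuffle without passing the adjustment. Whether the deposited labels are wrong in place of the codes cannot be told apart. The nearest mean profile placed only 20 of the 34 other arrays with their own tissue code, a share of 0.588, and a rule that near to chance decides nothing for the 4 arrays in question. By this rule, all 5 deposited arrays were placed with the arrays coded olive. For the treatment code it placed 24 of the 34 others with their own code, a share of 0.706, and all 5 deposited arrays with those coded control, which is the own code of 3 of them.

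Neighbouring columns of Additional file 7 held arrays that were more alike than others. The mean correlation of the 38 pairs of neighbouring columns was 0.247, against -0.0235 over all pairs, and shuffled columns gave neighbours as alike in a share of 1e-05 of orders, the smallest that 100000 permutations can give, which argues against a chance order. The same tissue code was found in 16 of the 38 neighbouring pairs. On the first principal component, which held 32.5% of the variance, 20 arrays lay above and 19 below 0, in 7 runs along the columns. The scores lay between 1.24 and 6.97 above 0, and between -8.43 and -1.42 below. Of the arrays above 0, 6 were coded CC, 8 CO, 2 TC and 4 TO. All 5 deposited arrays lay above 0, with scores of 6.14, 3.48, 4.66 and 4.75 for harmaline replicates 1 to 4 and 6.97 for the control array. For 5 arrays drawn at random, the chance to lie on one side is 0.0471. Since 3 components were looked at under 2 normalizations and in 2 sets of spots, and the 5 arrays lay on one side in 4 of these 12 cases, chance cannot be told apart here from a real grouping. Overall brightness is argued against as the source, since the 5 arrays ranked 1, 10, 30, 28 and 16 of 39 by mean log_e intensity, and 25 of the 34 others lay within their range. Array designs with unrelated spot layouts are argued against by the lowest correlation of log_e intensity among the 741 pairs, which was 0.644. The paper notes that data set B joins 2 Atlas arrays, and designs with like layouts stay open. Tissue, treatment and a processing batch that the column order follows stay open. They were not tested on this component, because the labels and codes conflict for the 5 deposited arrays. The tests given above on the codes and on the column order used correlations between arrays.

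Additional file 1 is described as holding arrays picked for their variability before normalization. The SD of the slopes of the 5 deposited arrays, on the ranks of all 39 arrays, was 0.240. A share of 0.202 of 10000 random sets of 5 of the 39 arrays had an SD as large, and a share of 0.385 had an SD of mean log_e intensity as large as their 0.574. This argues against a set chosen to have the widest spread on either measure. The deposited control array had the steepest slope of the 39 arrays, -1.13.

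Zipf's law normalization left a larger SD of the lowess curve than the quantile method. An additive background that differs between arrays could leave such a curve. With the 5th percentile of each array subtracted, the SD of the lowess curve after Zipf's law normalization was 0.33, above the value of 0.16 without subtraction. It did not fall, but the subtraction widened the log ratios under every method and brought the dimmest spots near zero, so that background and other sources cannot be told apart by it. The design gives no biological explanation to test.

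Between the arrays as labelled, limma called 8 of 597 spots after Zipf's law normalization at an adjusted p under 0.05. All 8 were lower in the 4 arrays labelled harmaline than in the 1 labelled control, and 97 spots had an unadjusted p under 0.05. Among the called spots, the largest falls were in spot R197, with a log2 fold change of -1.89 (standard error 0.21), and in spot R153, with -1.75 (standard error 0.26). No rise was called. In the raw log_e intensities, the control array and harmaline replicate 1 had the highest correlation of the 10 pairs, 0.973, and both are coded CO in Additional file 7. The other pairs lay between 0.869 and 0.950. Harmaline replicates 3 and 4, which are both coded TO, had a correlation of 0.916. This was below that of some pairs with different codes, such as replicates 2 and 3 (0.950) and replicates 2 and 4 (0.947). Replicates 2 and 3 share hybridization number 11, whereas replicates 1 and 4 and the control array have the numbers 2, 15 and 1. Likeness that comes from the hybridization therefore cannot be separated here from likeness that comes from the codes. In treatment, the codes go with the labels of harmaline replicates 3 and 4 and the control array, and against those of replicates 1 and 2. In tissue, only the code of replicate 2 goes with its label. The fold changes rest on labels in conflict with the codes, so they say nothing about harmaline.

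The mouse microarrays of Additional file 8, which has 1024 spots and 10 channels, were put through the same steps. The slope of the median curve was -0.417, against the paper's -0.60, the correlation coefficient -0.995 and the coefficient of determination 0.988. Over the 45 pairs of channels, the Kolmogorov-Smirnov value was 0.616 ± 0.226 (SD) in the raw data, 0.230 ± 0.100 after the global mean method (the paper's Table 2 gives 0.340, and centring without logs gave 0.340), 0.156 ± 0.109 after Zipf's law normalization on all spots and 0.193 ± 0.108 after Zipf's law normalization on the 64 internal control spots. Over the 28 pairs of the 8 channels without the array with the dimmest channel, it was 0.568 ± 0.221, 0.201 ± 0.0780, 0.122 ± 0.0507 and 0.179 ± 0.0758 in the same order. The SD of the slopes over those 8 channels was 0.0690 in the raw data and 0.0303 after normalization on the control spots.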
